# Natural variation in floral nectar proteins of two *Nicotiana attenuata* accessions

**DOI:** 10.1186/1471-2229-13-101

**Published:** 2013-07-13

**Authors:** Pil Joon Seo, Natalie Wielsch, Danny Kessler, Ales Svatos, Chung-Mo Park, Ian T Baldwin, Sang-Gyu Kim

**Keywords:** LC-MS/MS, Nectar protein, Nectarin, *Nicotiana attenuata*

## Abstract

**Background:**

Floral nectar (FN) contains not only energy-rich compounds to attract pollinators, but also defense chemicals and several proteins. However, proteomic analysis of FN has been hampered by the lack of publically available sequence information from nectar-producing plants. Here we used next-generation sequencing and advanced proteomics to profile FN proteins in the opportunistic outcrossing wild tobacco, *Nicotiana attenuata*.

**Results:**

We constructed a transcriptome database of *N. attenuata* and characterized its nectar proteome using LC-MS/MS. The FN proteins of *N. attenuata* included nectarins, sugar-cleaving enzymes (glucosidase, galactosidase, and xylosidase), RNases, pathogen-related proteins, and lipid transfer proteins. Natural variation in FN proteins of eleven *N. attenuata* accessions revealed a negative relationship between the accumulation of two abundant proteins, nectarin1b and nectarin5. In addition, microarray analysis of nectary tissues revealed that protein accumulation in FN is not simply correlated with the accumulation of transcripts encoding FN proteins and identified a group of genes that were specifically expressed in the nectary.

**Conclusions:**

Natural variation of identified FN proteins in the ecological model plant *N. attenuata* suggests that nectar chemistry may have a complex function in plant-pollinator-microbe interactions.

## Background

Floral nectar (FN) is produced in many flowers to promote outcrossing mediated by pollinator visitation [1]. FN consists largely of sugars including sucrose, glucose, and fructose, regarded as rewards for animal pollinators. FN also contains several proteins, which are called nectarins [2-6]. Although the presence of nectar proteins was first described nearly 80 years ago [7], only a limited number of proteins have been identified and characterized. Of these, many are likely not directly involved in attracting or repelling pollinators [8,9], but rather function in sugar metabolism as well as in defense against microorganism proliferation, largely through the production of strong oxidants, such as hydrogen peroxide (H_2_O_2_) [10]. However, the over-accumulation of H_2_O_2_ produced by FN proteins has been shown to affect pollination behavior and reduces nectar removal by insect floral visitors [11].

The best characterized proteins in FN are nectarins (NECs). Five NECs have been identified from an ornamental tobacco, *Nicotiana langsdorffii* x *Nicotiana sanderae*[7,9]. The NEC1 (nectarin1) protein was first classified as a germin-like protein [12], and it was further characterized as manganese-containing superoxide dismutase involved in producing H_2_O_2_[5]. NEC5, a flavin-containing berberine bridge enzyme-like protein, possesses glucose oxidase activity catalyzing the oxidation of D-glucose to D-gluconic acid and H_2_O_2_[4]. High levels of H_2_O_2_ generated by NEC1 and NEC5 are closely associated with antimicrobial activity in the nectar [7]. Consistent with their functional similarity, expression patterns of the *NEC1* and *NEC5* genes are also similar in the ornamental tobacco; both are highly expressed in nectary tissues just prior to anthesis [5,7,12]. The NEC3 protein, which has high sequence similarity to the antioxidant storage protein, dioscorin, possesses both monodehydroascorbate reductase and carbonic anhydrase activities [7], and contributes to the maintenance of pH and oxidative balance in the nectar.

Other types of FN proteins have also been identified from diverse plant species. The flowers of leek (*Allium porrum*) predominantly produces alliin lyase, which catalyzes the conversion of alliins to allicins, and a mannose-binding lectin [13]. A GDSL lipase was found in the FN of *Jacaranda minosifolia*[14]. This enzyme possesses lipolytic esterase activities and probably plays a role in the release of free fatty acids that may be involved in pollinator attraction. The GDSL lipase may also act against microbes by disrupting spore membrane integrity [15]. In addition, the antimicrobial proteins RNase, peroxidase, and endochitinase have been identified from the FN of *Petunia hybrida*[16]. Thus, several FN proteins likely function in a complicated multipronged defense against microbes in this otherwise palatable solution offered to reward pollinators.

Mass spectrometry has become a powerful analytical technique for protein identification in multicomponent samples spanning wide dynamic range of protein concentrations [17]. To decrease the complexity of the samples, proteins are separated by one- or two-dimensional (D) gel electrophoresis, visualized and digested with one of the proteolytic enzymes (typically trypsin) to produce peptides. The extracted peptides are separated by nano HPLC prior their injection into a tandem mass spectrometer where they undergo serial fragmentation by collision-induced dissociation (CID) to generate product ion spectra for as many peptides as possible.

The peptides are usually identified using database searching that relies on the correlation of the acquired peptide masses along with the corresponding masses generated *in-silico* from available genomic, EST, or protein sequence databases using dedicated software [18-20]. Although protein identification based on stringent database searching is highly specific and accurate, its application is limited to organisms with available sequence information or to homologous proteins from closely related species. Identification of protein families with poorly conserved domains, strong sequence polymorphisms, or from species phylogenetically distant from model organisms remains a major challenge for proteomic research. To increase the scope of studied organisms, an alternative strategy has been developed, that relies on *de novo* sequencing of the acquired MS/MS spectra followed by their searching using specialized sequence-similarity search engines in an error tolerant manner to identify peptides on the basis of their homology to peptides in the database [21-23].

Although some studies of nectar proteomes from non-model plants using similarity-based searching have been reported, there is no doubt that a genomic database of nectar-producing plants would greatly improve nectar protein identification [24]. In addition, the sequences of genes encoding nectar proteins enable an examination of the transcriptional regulation of these proteins. In this work, we conducted proteomic analysis using FN collected from *Nicotiana attenuata* accessions across the plant’s native habitat, the Great Basin Desert, Utah. *N. attenuata* flowers produce a relatively large volume of nectar to attract two main pollinators: *Manduca sexta* moths at night and hummingbirds in the morning [25-27]. We found natural variation in FN proteins among different *N*. *attenuata* accessions collected across the plant’s native habitat and identified FN proteins through stringent and homology-based database searching against public (NCBInr) and an in-house *N. attenuata* protein subdatabase.

## Results

### Variation of FN proteins among eleven *N. attenuata* accessions

We first characterized nectar volume and protein content in flowers of the *N. attenuata* Utah accession (UT), which was used to generate the 454-transcriptome database. Secretion of FN was developmentally regulated: nectar volume increased gradually during flower opening (Additional file 1A). The amount of proteins also increased with floral development (Additional file 1B). We therefore analyzed FN produced at late stages of nectary development (2nd-day open flowers) in the subsequent assays. Nectar volume of single flowers was 6.3 ± 1.6 μL/flower (mean ± SE, *n* = 12). The total amount of proteins per flower determined by Bradford assays was 388.72 ± 3.34 μg mL^-1^ (mean ± SE, *n* = 6).

To investigate the variation in nectar proteins among *N. attenuata* accessions, we collected the FN from 11 different accessions grown in a glasshouse and measured the FN volume and protein concentrations. The nectar volume was highly variable among accessions, ranging from 4 to 16 μL/flower (Additional file 2A). Among them, the Highway accession (HW) accumulated by far the largest volume of nectar (15.5 ± 2.8 μL/flower, *n* = 28) compared with other accessions. The protein content also varied between 60 and 480 μg mL^-1^ among the accessions (Additional file 2B). Interestingly, the protein content in FN of HW was significantly lower than other accessions. Generally, there was a weak negative correlation (Pearson correlation test: r = −0.62, *P* = 0.042) between nectar volume and protein content among accessions (Additional file 2C), suggesting that the total amount of proteins per flower are similar in *N. attenuata* accessions.

We next analyzed proteins in the FN collected from the 11 accessions by 1D gel electrophoresis (Figure 1). Nectar proteins were mainly distributed between 20 and 60 kDa. Interestingly, a negative correlation was observed between the amounts of two highly accumulated proteins among the accessions, indicated by black (NaNEC5, see below) or gray (NaNEC1b) arrows (Figure 1): several accessions (G2, G6, G7, G10, and HW) produced abundant amounts of NaNEC5 but less of NaNEC1b. Other accessions (UT, G1, G4, G5, G8, and G9) which produced no detectable amounts of NaNEC5 produced abundant amounts of NaNEC1b. In terms of protein content and nectar volume, HW differed most from the “control” UT accession. We therefore chose UT and HW for further FN protein analyses.

**Figure 1:**
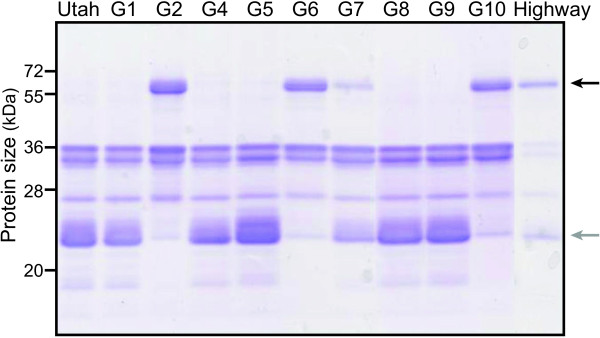
**1D gel electrophoresis of FN proteins from 11** ***N. attenuata *accessions.** Black and gray arrows indicate the most variable proteins among 11 different accessions. Several accessions (G2, G6, G7, G10, and Highway) which produced black-arrow indicated proteins (NECTARIN5) had less gray-arrow indicated proteins (NECTARIN1b) than other accessions (Utah, G1, G4, G5, G8, and G9) which had no black-arrow indicated proteins.

### Identification of FN proteins in Utah and highway accessions

To identify FN proteins in these two selected accessions of *N. attenuata*, we first separated FN proteins by 1D gel electrophoresis. Each gel from the UT and HW accession was divided into 15 fractions and analyzed by LC-MS/MS (Additional file 3A). Data analysis using stringent and similarity-based searching revealed that homologs of NEC1 and NEC3 proteins were enriched in FN of UT and HW, while the NEC5 homolog was only enriched in FN of HW (Additional files 4 and 5).

To increase the resolution of the analysis, we performed 2D gel electrophoresis of UT FN, which yielded 66 protein spots in the gel (Figure 2 and Additional file 6). Most proteins ranged in molecular mass from 20 to 40 kDa, consistent with the patterns observed in 1D gel electrophoresis. The most abundant proteins between 25 and 30 kDa were homologs (NaNEC1a) of NEC1 and germin-like proteins, and those between 30 and 37 kDa were homologs (NaNEC3) of NEC3 and carbonic anhydrase (Figure 2). Some abundant proteins below 25 kDa remained unassigned by searching against the public database (NCBInr) (unknown1 in the red box in Figures 2 and 3). However, we were able to identify these proteins in UT and also in HW accessions by searching against the *N. attenuata* protein subdatabase. They corresponded to the NaNEC1b (Na_454_00074) transcript encoding a germin-like protein (Additional files 6 and 7).

**Figure 2:**
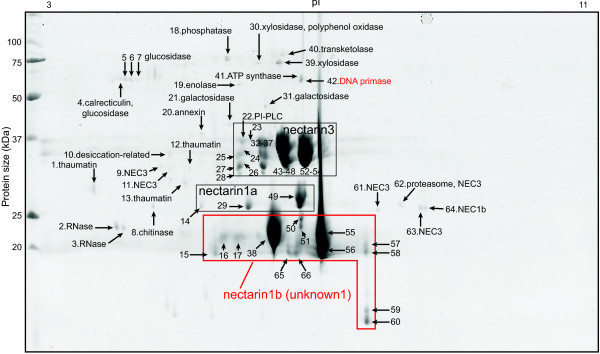
**Identification of FN proteins from *N. attenuata *Utah accession using LC-MS/MS analysis.** Floral nectar (FN) proteins from Utah accession were processed and analyzed as descripted in Additional file 17. Additional file 6 shows the list of identified proteins. Proteins in a red-box were identified in an in-house database not in NCBInr. NEC, nectarin.

**Figure 3:**
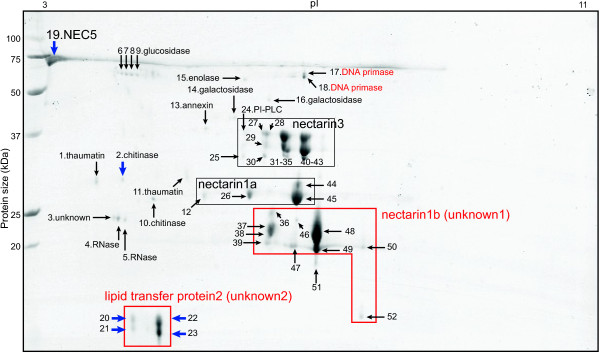
**Identification of FN proteins from *N. attenuata *Highway accession using LC-MS/MS analysis.** Floral nectar (FN) proteins from Highway accession were processed and analyzed as descripted in Additional file 17. Additional file 7 shows the list of identified proteins. Proteins in red-boxes were identified in in-house database not in NCBInr. Blue arrows indicate proteins found in Highway, not in Utah accession.

FN proteins of HW were mostly similar to those of UT, but several additional spots indicated by blue arrows were observed only in the HW accession (Figure 3 and Additional file 7). NaNEC5 proteins were detected only in HW FN as shown in the 1D gel analysis. The protein spot marked as ‵2′ was found only in HW FN and identified as a chitinase. Another HW-specific protein spots below 20 kDa (unknown2 in Figure 3) could not be identified using the public NCBInr database. Searching against the *N. attenuata* subdatabase resulted in a lipid transfer protein2 (Na_454_10170) (Additional file 7).

A number of other, heterogeneous proteins were also found in the FN of both accessions (Figures 2 and 3). These included pathogenesis-related (PR) proteins (thaumatins, calrecticulins, and chitinases), and defense-related proteins (annexins and RNases). Proteins involved in sugar metabolism, such as xylosidase, glucosidases, and galactosidases, were also identified. In addition, we found a number of additional enzymes, including phosphatase, enolase, ATP synthase, peptidase, phospholipase, and proteosome. The protein spots marked as ‵42′ in UT and marked as ‵17′, ‵18′ in HW corresponded to the Na_454_09241 transcript encoding a DNA primase where searching against an in-house database (Additional files 6 and 7). These results demonstrate the diversity of the FN proteome.

However, an alternative hypothesis to explain the diversity of the FN proteome could be that FN was contaminated with proteins from other floral tissues during nectar collection. To test this possibility, we first examined the reproducibility of our method. In 1D gel electrophoresis analysis, we were able to identify low abundant proteins, such as calrecticulins, chitinases, galactosidase, glucosidase, RNase, annexin, and enolase (Additional files 4 and 5). In addition, 2D gel electrophoresis of UT FN and HW FN were repeated three and two times, respectively, using independently collected nectars (Additional file 8). The majority of the low abundant spots in UT FN (Figure 2) and HW FN (Figure 3) were detected in the second or third replicates (Additional file 8). We also searched for fragments of ribulose bisphosphate carboxylase (RUBISCO) enzyme, which was found as a collection-related contamination of FN in our previous study [11]. No peptide fragment from RUBISCO proteins was detected in FN after modifying a collection method (See Methods). These data suggest that most of proteins identified in this study were FN proteins and free from contamination. However, some spots marked as ‵12′ and‵40-42′ in UT (Figure 2) and as ‵2′ in HW (Figure 3) appeared only once amongst the replicates, suggesting that they could be minor contaminants from other floral tissues (Additional file 8).

### NEC1 orthologs in *N. attenuata*

Although the NEC1 protein is a major player in the nectar redox cycle of an ornamental tobacco [7], *N. attenuata* produced a relatively small amount of the NEC1 ortholog NaNEC1a, which is almost identical to the ornamental tobacco NEC1 (Additional file 9, Identities = 93%, Positives = 96%, Gaps = 0%). Instead, other germin-like proteins NaNEC1b (Na_454_00074) were more abundant in UT FN compared to NaNEC1a (Figure 4A, inset). 

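The microarray carried 1 probe for each nectarin1-like gene, and only the nectary arrays, 3 from early white nectaries (stage 1) and 3 from late orange nectaries (stage 2), were analysed here. All levels are log2 intensities relative to the 75th percentile of the same array. *NaNEC1a* (Na_454_00359) read 5.202 ± 0.62 (SD, n = 3) in stage 1 and 7.32 ± 0.23 (SD, n = 3) in stage 2 nectaries, a log2 fold change of 2.12 for stage 2 over stage 1 (standard error 0.31, adjusted p = 0.0029, limma). Leaving out stage 1 replicate 3 moved this value most, to 2.47. *NaNEC1b* (Na_454_00074) read 7.13 ± 0.83 (SD, n = 3) in stage 1 and 8.35 ± 0.19 (SD, n = 3) in stage 2, a log2 fold change of 1.23 (standard error 0.39, adjusted p = 0.046, limma). For both genes all 3 stage 2 arrays read higher than all 3 stage 1 arrays, which an exact permutation test of 3 against 3 cannot bring below p = 0.10. The call for *NaNEC1b* was close to the threshold. It was not past 0.05 under 9 of the alternatives, with quantile normalization, median centring, no filter on dim probes, slide as a random block, and when any 1 of the arrays other than stage 1 replicate 3 was left out, with log2 fold changes from 0.83 to 1.33 in the last case. Over all alternatives its adjusted p ranged from 0.0029 without stage 1 replicate 3 to 0.125 with quantile normalization. Leaf, root, stem and corolla arrays were not analysed here.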

Microarray expression data showed that the nectary-specific accumulation of *NaNEC1a* and *NaNEC1b* transcripts, but *NaNEC1b* transcript expressed more specifically than *NaNEC1a* in nectary (Figure 4A). Transcripts of an additional homologous gene, *NaNEC1c*, were abundant in the nectary (Figure 4A), but its corresponding protein was not detected in FN from either accession. 

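The *NaNEC1c* probe (Na_454_00723) was well above background on all 6 nectary arrays. Its log2 level rose from -0.21 ± 1.11 (SD, n = 3) in stage 1 to 4.35 ± 0.09 (SD, n = 3) in stage 2 nectaries, a log2 fold change of 4.55 (standard error 0.50, adjusted p = 0.0010, limma).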

The signal peptide [28] was predicted to be in the N-terminus of all three NaNEC1 isoforms, and C-terminal regions contained a superoxide dismutase domain, indicating functional conservation among the NaNEC1 isoforms (Additional file 9).

**Figure 4:**
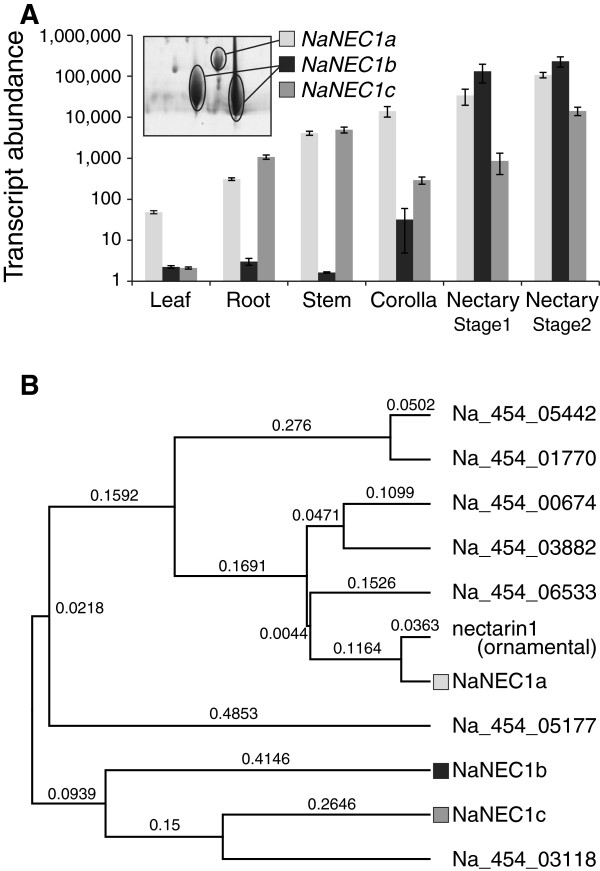
**Tissue-specific transcript abundance and phylogenetic analysis of *N. attenuata *nectarin1-like genes. (A)** The transcript levels of three nectarin1-like genes in leaf, root, stem, corolla, and nectary of *N. attenuata*. The mean intensities (±SE) of *NaNEC1a*, *b*, *c* genes are plotted on the y-axis in a logarithmic scale. Nectary was divided into two stages on the base of its maturation and color: early white nectary (stage1) and late pink nectary (stage2). **(B)** Phylogenetic relationship among 10 germine-like proteins in *N. attenuata* (Na) and NECTARIN1 from the ornamental tobacco (*Nicotiana langsdorffii* x *Nicotiana sanderae*). Putative full-length amino acid sequences were aligned and phylogenetic tree was constructed by the UPGMA (unweighted pair group method with arithmetic mean) method. The numbers given for each branch reflect the numbers of amino acid substitutions per site. NEC, nectarin.

In addition to the three NaNEC1 proteins, seven germin-like proteins were found in a transcriptome database (Figure 4B), and their transcripts were found in various tissues (Additional file 10). 

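Of the probes for these 7 germin-like proteins, 4 were well above background on all 6 nectary arrays. Na_454_03882 was higher in stage 2 than in stage 1 nectaries by 2.58 (log2, standard error 0.46, adjusted p = 0.0056, limma) and Na_454_05177 by 0.72 (standard error 0.15, adjusted p = 0.010, limma). Na_454_03118 was lower in stage 2, with a log2 fold change of -0.91 (standard error 0.17, adjusted p = 0.0064, limma), and with scan date as a block its adjusted p was 0.051, the highest in a range from 0.0034 over its alternatives. The small rise of Na_454_00674, a log2 fold change of 0.61 (standard error 0.20, adjusted p = 0.049, limma), was not past the threshold under 13 of the alternatives. Among them are the replicate number as a block (adjusted p = 0.059) and normexp background correction (adjusted p = 0.360), and the lowest adjusted p over the alternatives was 0.024. Na_454_06533 was not well above background on any stage 1 array and was at least 2.77-fold higher in stage 2, where all 3 arrays measured it; with normexp background correction its log2 fold change was 0.56 and its adjusted p 0.239, in a range from 0.0015. Na_454_01770 was not well above background on any stage 1 array and was so on 2 of 3 stage 2 arrays; it was too dim to be tested, and no fold is given. Na_454_05442 was not well above background on any nectary array.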

To establish the phylogenetic relationships among the 10 germin-like proteins and the NEC1 of an ornamental tobacco, their amino acid sequences were analyzed using UPGMA (unweighted pair group method with arithmetic mean) with the Geneious software. The phylogenetic relationships were unrelated to the accumulation of each protein in FN. Proteins encoded by NaNEC1c shared a high similarity with NaNEC1b, but NaNEC1c were not found in the FN of either accession although the *NaNEC1c* transcripts accumulated to a similar level as *NaNEC1b* transcripts in nectary (Figure 4).

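On single arrays the *NaNEC1c* probe (Na_454_00723) read -0.06, -1.38 and 0.82 in replicates 1, 2 and 3 of stage 1, and 4.38, 4.42 and 4.24 in replicates 1, 2 and 3 of stage 2. The stage 1 replicates of this probe spanned a wider range than those of stage 2. With 1 array left out at a time, the log2 fold change stayed between 3.97 and 5.07. Intensities of different probes were not set against each other here, because probes differ in how strongly they bind their transcript.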

### NaNEC5s and lipid transfer proteins in *N. attenuata*

Interestingly, some of the *N. attenuata* accessions contained NaNEC5 proteins in their FN, and some did not (Figure 1). 

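The probe for *NaNEC5a* (Na_454_00669) was well above background on all 3 stage 2 arrays and on 1 of 3 stage 1 arrays, replicate 3. It read -7.95, -8.75 and -2.48 on stage 1 replicates 1, 2 and 3, and 5.80 ± 0.27 (SD, n = 3) in stage 2 nectaries. The log2 fold change of 12.19 (standard error 1.51, adjusted p = 0.0015, limma) therefore rests on values below background. With dim signals raised to the lowest signal well above background on each array it was 10.91, with normexp background correction 8.76, and as a ratio of mean linear intensities 9.83. Without stage 1 replicate 3 it was 14.15. *NaNEC5b* (Na_454_00121) was measured well above background on all 6 arrays and rose from 0.72 ± 1.53 (SD, n = 3) in stage 1 to 6.91 ± 0.19 (SD, n = 3) in stage 2, a log2 fold change of 6.19 (standard error 0.69, adjusted p = 0.0010, limma), or 5.63 as a ratio of mean linear intensities. Both increases were larger than the spread between replicates. The paper's text does not name the probe behind *NaNEC5c*. The probe that Additional file 6 lists as nectarin5 for spot 40 of UT FN (Na_454_01637) fell from 4.56 ± 0.25 (SD, n = 3) to 3.21 ± 0.23 (SD, n = 3), a log2 fold change of -1.35 (standard error 0.19, adjusted p = 0.0022, limma).

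**Figure D1:**
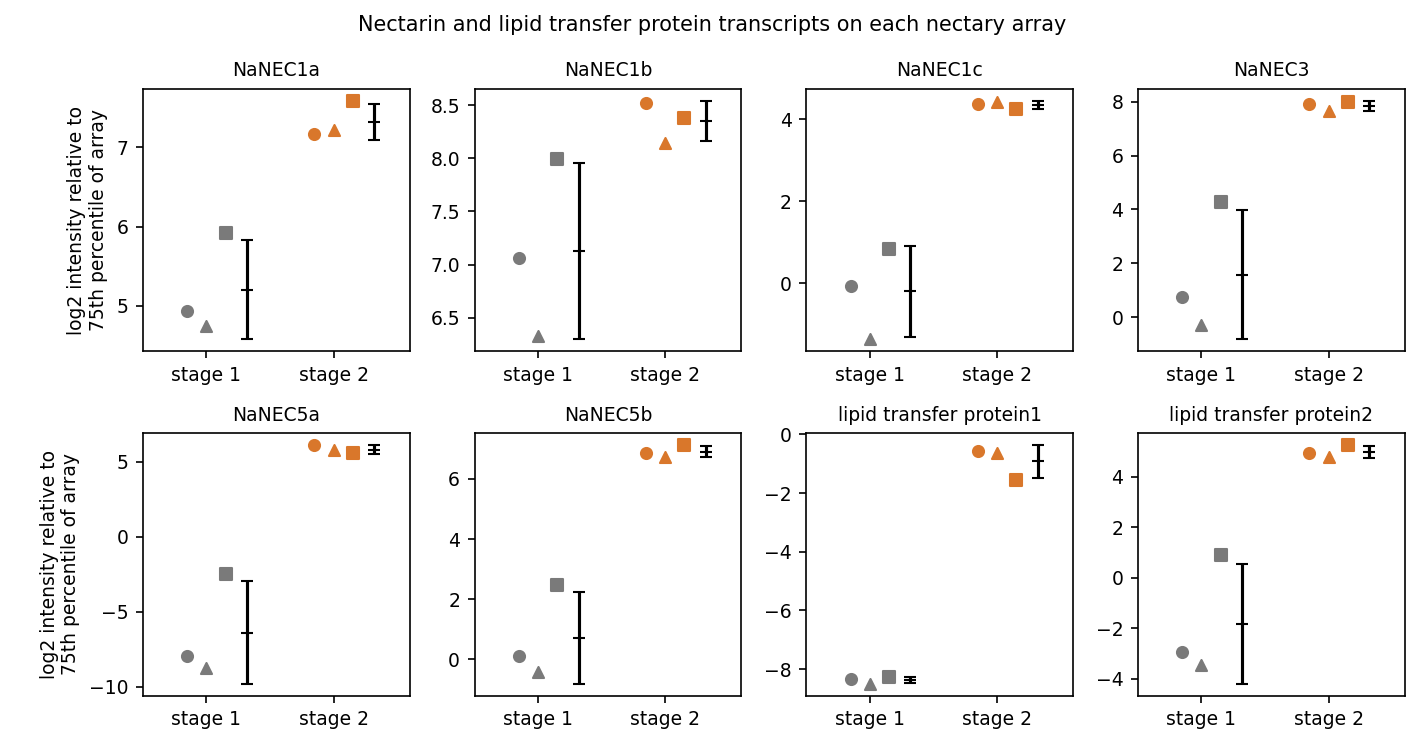
Log2 intensity relative to the 75th percentile of the array (y axis, a separate scale for each probe) on the 3 stage 1 (grey) and 3 stage 2 (orange) nectary arrays, with replicates 1, 2 and 3 as circles, triangles and squares and the mean ± SD in black, for 4 nectarin1 and nectarin3 probes in the upper panels and the nectarin5 and lipid transfer protein probes in the lower panels. In all 8 panels the stage 2 arrays lie above the stage 1 arrays; for NaNEC5a the stage 1 arrays read -7.95, -8.75 and -2.48.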

While homologs of NEC5 proteins were not detected in UT FN, three NEC5-like transcripts (*NaNEC5a*, *NaNEC5b*, and *NaNEC5c*) accumulated to high levels in UT nectaries (Figure 5A and Additional file 11). FN of HW contained two homologs of NEC5 proteins, namely NaNEC5a and NaNEC5b, among three NEC5-like proteins (Additional file 7). NaNEC5c protein was not detected in HW FN.

**Figure 5:**
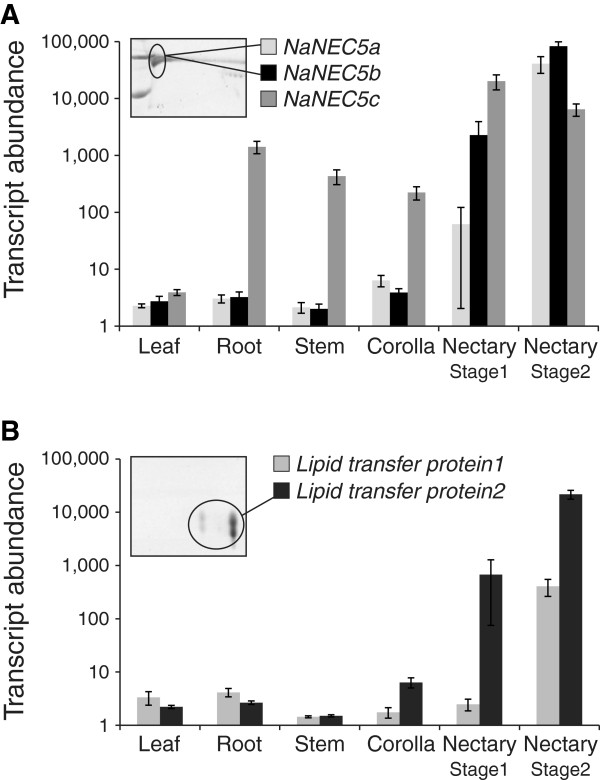
**Tissue-specific transcript expressions of NaNEC5s and lipid transfer proteins.** The transcript levels of three nectarin5-like genes **(A)** and two lipid transfer proteins **(B)** in leaf, root, stem, corolla, and nectary of *N. attenuata*. The mean intensities (±SE) of normalized expression for each gene are plotted on the y-axis in a logarithmic scale.

Similarly, the transcripts of two genes encoding a lipid transfer protein were highly abundant in UT nectary (Figure 5B), but neither was detected in 2D gel electrophoresis image of UT FN (Figure 2). However, lipid transfer protein2 was identified in HW FN (Figure 3 and Additional file 7).

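The lipid transfer protein1 probe (Na_454_00582) was not well above background on any of the 3 stage 1 arrays and read -0.92 ± 0.55 (SD, n = 3) in stage 2, at least 45.1-fold above the dimmest signals measurable in stage 1 nectaries. This bound sets the mean of the stage 2 arrays against the lowest signal well above background, or the probe's own where that is higher, on each stage 1 array, both as processed signals. With normexp background correction, which adds an offset to every signal, the log2 fold change of this probe was 3.17. The lipid transfer protein2 probe (Na_454_10170) was well above background on all 6 arrays. It rose from -1.82 ± 2.36 (SD, n = 3) to 4.99 ± 0.24 (SD, n = 3), a log2 fold change of 6.81 (standard error 1.05, adjusted p = 0.0034, limma). Its stage 1 replicates read -2.93, -3.44 and 0.89, and without replicate 3 the log2 fold change was 8.17. As a ratio of mean linear intensities it was 5.53.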

### Microarray analysis of *N. attenuata* transcriptome in nectaries

Physiological and chemical properties of FN are determined by the nectary tissues, which are responsible for nectar production and secretion [29]. 

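The nectary part of this comparison consists of 6 hybridizations of a custom Agilent array, designed on *N. attenuata* transcript assemblies, with Cy3-labelled RNA in a single colour. Each array received RNA from UT nectaries, with 3 biological replicates from early white nectaries (stage 1) and 3 from late orange nectaries (stage 2), the latter called pink in the legend of Figure 4. Leaf, root, stem and corolla arrays were not analysed here, so the values given for nectaries compare the 2 stages and not the nectary with other tissues. An array held 43803 spots that are not controls, for 43533 probes. Agilent's Feature Extraction software (version 9.1.1.1) gave a processed signal per spot, which is background subtracted and corrected for spatial trends but not normalized between arrays. The 75th percentile of the processed signal was 419, 1032 and 1015 for stage 1 replicates 1, 2 and 3, and 982, 610 and 484 for stage 2 replicates 1, 2 and 3. Between 29351 and 32016 probes per array were marked well above background. The authors normalized raw intensities to the 75th percentile and took log2 values, and the same was done here from the scanner output: spots marked as non-uniform or as population outliers (between 0 and 12 per array) were left out, and the log2 values of a probe's spots were averaged. The 31406 probes well above background on at least 3 of the 6 arrays, with values on at least 2 arrays of each stage, were tested for stage 2 against stage 1 with limma's moderated test, and p-values were adjusted by the Benjamini-Hochberg method over all of them. Normalization to the 75th percentile assumes that this percentile is the same in both stages, and dim probes carry values near background whose log2 differences have no fixed size. A probe is named by its identifier on the array, and its number of arrays limits the precision of every value.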

We used a custom transcriptomic microarray to explore the accumulation of putative transcripts encoding FN proteins in the nectary compared to other tissues including leaves, roots, stems, and corollas. We also identified nectary-expressed genes by cluster analysis (Figure 6), and 8% of total transcripts (3658 probe sets) showed nectary-enriched expression. Among them we selected 198 transcripts, which passed the false-discovery rate threshold = 0% using the significance analysis of microarrays (SAM) algorithms in MulltiExperimental Viewer software [30] with significant (>10-fold) changes in accumulation between nectary and other plant tissues (Additional file 12). 

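All 198 transcripts of Additional file 12 have a probe among those tested in nectaries, and 173 of these probes were well above background on all 6 nectary arrays. Between the 2 nectary stages 153 of them were higher in stage 2 and 21 lower (adjusted p under 0.05 over all probes tested), or 158 and 22 when adjusted over the list alone. The median log2 fold change for stage 2 over stage 1 was 1.94. These transcripts were chosen by the study on these same arrays, so neither pair of counts is independent evidence of a difference between stages. The values against leaf, root, stem and corolla that define the list were not recomputed here.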

To increase the resolution of the analysis, we collected early and late developmental stages of nectary tissues (Additional file 13). 

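Between the 2 stages, 6238 probes were higher and 5448 lower in stage 2 nectaries (limma, adjusted p under 0.05), together 37.2% of the 31406 probes tested. At least 2-fold higher were 3207 probes, and 2080 were at least 2-fold lower. The stages did not overlap on any of the 3 against 3 arrays for 52.7% of probes, where chance gives 10%. The counts depended on the statistic: a SAM-type statistic, with its threshold set from other groupings of the arrays, called 1443 probes higher and 896 lower. With 1 array left out at a time, between 4023 and 7701 probes were called higher and between 3451 and 6707 lower, fewest without stage 2 replicate 1 and most without stage 1 replicate 3. The balance of the 2 directions depended on the scaling. Higher calls made up 53.4% of all calls with the 75th percentile and 36.5% when each array was centred on its median. The 5 largest increases among probes well above background on all arrays were of Na_454_02157, Na_454_27262, Na_454_00953, Na_454_01283 and Na_454_00864, with log2 fold changes of 9.61, 9.20, 9.05, 9.03 and 8.81. The array annotates them by the protein entries TIP23_ARATH, RPG1_ARATH, NCED6_ARATH, GDL65_ARATH and R1AP1_CAEBR. The 5 largest decreases were of Na_454_04510 (NTPA_PEA), Na_454_14790 (CA063_PONAB), Na_454_01688 and Na_454_38171 (both MTDH_PETCR) and Na_454_30404 (CRF4_ARATH), with log2 fold changes of -4.65, -4.16, -4.15, -4.01 and -3.81. With normexp background correction the 5 increases lay between 7.18 and 8.31, with Na_454_00864 the largest of them, and the 5 decreases between -4.00 and -1.82, with Na_454_01688 the largest and Na_454_30404 the smallest. Copies of one sequence were not told apart from separate genes for the pair of MTDH_PETCR probes.

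**Figure D2:**
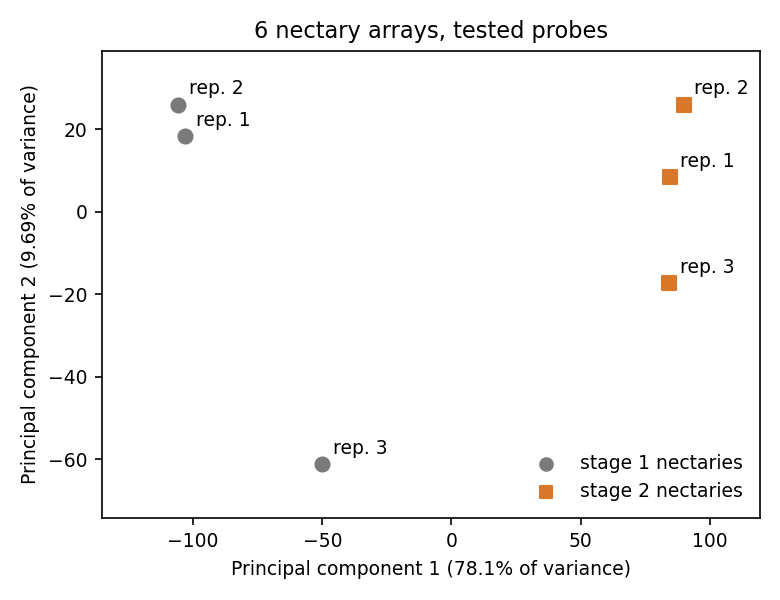
Principal components 1 and 2 of the 6 nectary arrays over the probes tested, with stage 1 arrays as grey circles and stage 2 arrays as orange squares. Component 1 (x axis, 78.1% of the variance) separates the stages, and stage 1 replicate 3, at -49.9, lies nearer to the stage 2 arrays than the other 2 stage 1 arrays, at -103.1 and -105.7; component 2 (y axis) carries 9.69%.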

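Additional file 12 assigns 9 transcripts to Type I, 59 to Type II and 130 to Type III, which correspond to 4.55%, 29.8% and 65.7% of the 198. All 9 Type I transcripts were lower in stage 2 than in stage 1 nectaries (limma, adjusted p under 0.05), with log2 fold changes from -3.52 to -1.05 and a median of -2.53. All 59 Type II transcripts were higher in stage 2, with a median log2 fold change of 3.54 and a range from 1.06 up to the value of *NaNEC5a*. Of these 59, 34 were well above background on all 3 stage 1 arrays and 5 on none of them, so that the increase of the 5 is known only as at least 17.9-fold to at least 50.2-fold on the scale of the processed signal; the median of the list did not move when they were set to these bounds. Within each of the scan dates that hold both stages, all 9 Type I transcripts were lower and all 59 Type II transcripts higher in stage 2. For each of these transcripts the arrays of the 2 stages did not overlap. The direction within a scan date was therefore fixed and decides nothing about scan date. The study assigned the types from its nectary arrays, so these counts are not independent evidence of a difference between the stages. Without stage 2 replicate 1, and also without stage 2 replicate 3, 50 Type II transcripts were called higher.

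**Figure D3:**
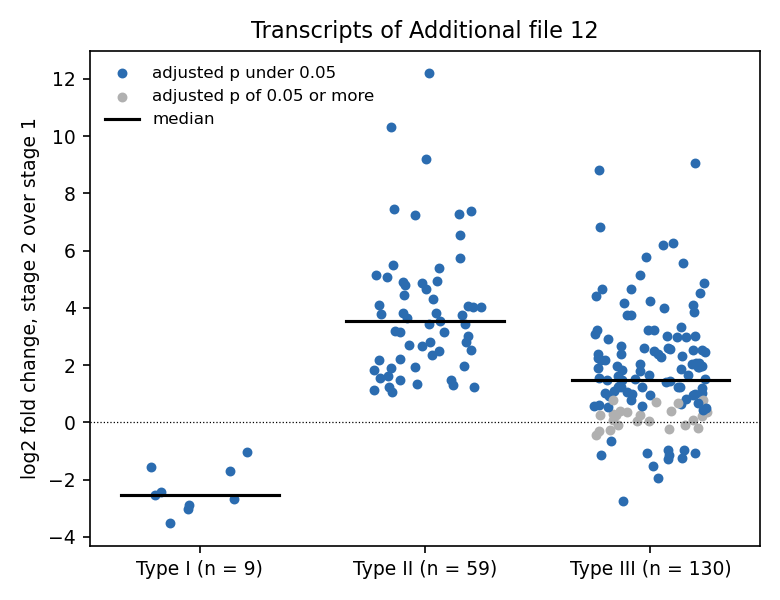
Log2 fold change for stage 2 over stage 1 nectaries (y axis) of the 9 Type I, 59 Type II and 130 Type III transcripts of Additional file 12, 1 point per transcript, blue where the adjusted p is under 0.05 and grey otherwise, with the median of each type as a black line. The medians are -2.53, 3.54 and 1.48; grey points occur only among Type III transcripts.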

Among the 198 nectary-specific transcripts, 4.5% of genes were preferentially expressed in early nectary development (stage1), and 29.8% were elevated in late nectary development (stage2). Transcripts of 65.7% of the genes accumulated to high levels in both developmental stages. 

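The 130 Type III transcripts were well above background on all 6 nectary arrays. Of these, 94 were higher and 12 lower in stage 2 (limma, adjusted p under 0.05 over all probes tested), 99 and 13 when adjusted over the list alone, and 24 were not called. The increase was at least 2-fold for 79 and the decrease at least 2-fold for 9. Their log2 fold changes ranged from -2.75 to 9.05. The SAM-type statistic called 40 higher and 1 lower.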

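Additional file 18 lists primers for 5 genes. On the nectary arrays the probe for an amino acid transporter (Na_454_00830, annotated LHTL2_ARATH on the array) rose from -0.41 ± 1.60 (SD, n = 3) in stage 1 to 5.35 ± 0.09 (SD, n = 3) in stage 2, a log2 fold change of 5.76 (standard error 0.71, adjusted p = 0.0015, limma). The probe for a MATE transporter (Na_454_21830) rose from -0.16 ± 0.37 (SD, n = 3) to 1.93 ± 0.11 (SD, n = 3), a log2 fold change of 2.09 (standard error 0.20, adjusted p = 6.8e-04, limma). The other 3 genes, *NaNEC1b*, *NaNEC5a* and lipid transfer protein1, were also higher in stage 2, although lipid transfer protein1 was not measurable in stage 1. Quantitative PCR values were not analysed here.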

Quantitative real-time PCR was conducted to validate microarray results (Additional file 14), and the resulting data revealed an excellent correspondence of microarray and qPCR results.

**Figure 6:**
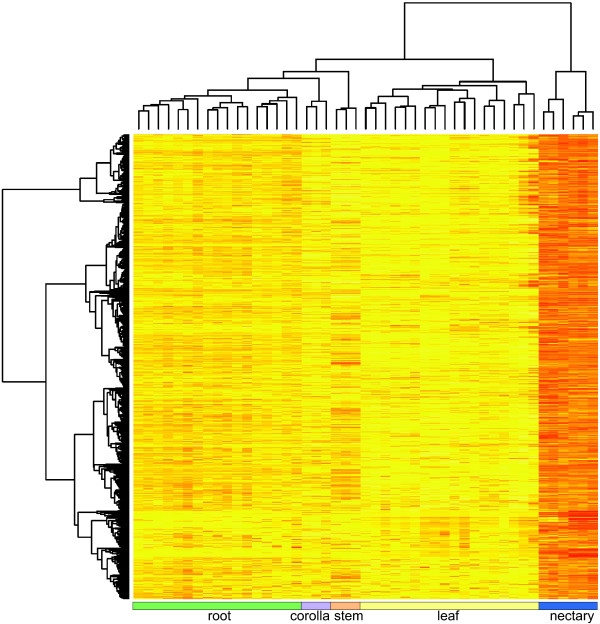
**Hierarchical clustering and heat map of nectary-specific genes in *N. attenuata*.** To identify nectary-specific genes in *N. attenuata*, a 44 K Agilent microarray designed for *N. attenuata* was used (GEO accession number GPL13527). Raw intensities were normalized using the 75th percentile value, and log_2_ transformation prior clustering analysis. After K-mean clustering, we selected a total of 3658 probe sets that expressed higher in nectary than in each other tissues; leaf, root, stem, and corolla. The R hclust function was used to generate the heat map and to carry out the hierarchical clustering based on the Euclidean distance. The accumulation levels of transcripts are color-coded: red, high expression; yellow, middle expression; white, low expression. All microarray data with each probe name were deposited in the NCBI GEO database (accession number GSE30287, GSE30124, GSE43394).

Most FN proteins are thought to play roles in the inhibition of microbial growth in sugar-rich nectar [24,31-33]. Therefore, we were particularly interested in FN proteins involved in this process. Several defense-related genes were highly accumulated in nectary (Additional file 12). However, some defense proteins known to be accumulated in FN of other species [16,34] were not detected in FN of *N*. *attenuata* by our analysis although their transcripts were abundant in the nectary. 

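The defensin probe (Na_454_02952), a Type II transcript, read -0.43 ± 0.42 (SD, n = 3) in stage 1 and 1.21 ± 0.36 (SD, n = 3) in stage 2 nectaries. Its log2 fold change was 1.63 (standard error 0.27, adjusted p = 0.0043, limma), and the value stayed between 1.47 and 1.87 when 1 array at a time was left out.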

The transcripts of a floral defensin homolog [34] were abundant in the nectary (Na_454_02952), but its protein was not detected in FN. In addition nectary-specific PR (Na_454_06271) and RNase (Na_454_10706, Na_454_22815, Na_454_31748, Na_454_39811) were not detected in FN (Additional file 12). 

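The PR probe (Na_454_06271, annotated PR06_SOLLC on the array) was higher in stage 2 than in stage 1 nectaries by 2.605 (log2, standard error 0.32, adjusted p = 0.0014, limma). All 4 RNase probes were higher in stage 2. The log2 fold change was 2.55 for Na_454_10706 (standard error 0.60, adjusted p = 0.016, limma), 4.89 for Na_454_22815 (standard error 0.61, adjusted p = 0.0015), 4.65 for Na_454_31748 (standard error 0.43, adjusted p = 6.0e-04) and 1.98 for Na_454_39811 (standard error 0.39, adjusted p = 0.0081). Na_454_22815 was well above background on 2 of 3 stage 1 arrays. With normexp background correction the 4 log2 fold changes were 2.46, 2.74, 3.29 and 1.52, in the same order. The probes Na_454_22815 and Na_454_31748 moved in near parallel over the arrays, and copies of one sequence were not told apart from separate genes.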

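The nectary arrays show how 5 transcripts of FN proteins differ between the stages of the nectary; their levels in leaf, root, stem and corolla were not analysed here. In stage 2 the transcripts of glucosidase (Na_454_00960), xylosidase (Na_454_00142) and annexin (Na_454_00713) were higher than in stage 1, with log2 fold changes of 1.18 (standard error 0.14, adjusted p = 0.0012, limma), 2.21 (standard error 0.28, adjusted p = 0.0017) and 1.17 (standard error 0.15, adjusted p = 0.0017). With normexp background correction the value for this xylosidase probe was 1.07 (adjusted p = 0.018, the highest in a range from 5.3e-04 over its alternatives). Other xylosidase and galactosidase entries among the transcripts of proteins found in UT FN were lower in stage 2. The log2 fold change was -1.28 for the beta-D-xylosidase Na_454_01678 (standard error 0.14, adjusted p = 0.0010, limma). For the galactosidase Na_454_07296 it was -0.50 (standard error 0.15, adjusted p = 0.036, limma). The chitinase probe (Na_454_03840) was lower, with a log2 fold change of -0.78 (standard error 0.23, adjusted p = 0.037, limma). This call was lost under 7 of the alternatives, with normexp background correction, no filter on dim probes, scan date as a block, and when any 1 of 4 arrays was left out; the adjusted p ranged from 0.011 to 0.133 over the alternatives. Galactosidase (Na_454_03215) did not differ beyond the replicate error, at 0.35 (standard error 0.16, adjusted p = 0.131, limma), but it was called with array weights (adjusted p = 0.029) and without stage 1 replicate 3, where its log2 fold change was 0.49 and its adjusted p 0.021, in a range up to 0.475 over the alternatives.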

Interestingly, the accumulation of several transcripts encoding FN proteins: glucosidase (Na_454_00960), xylosidase (Na_454_00142), galactosidase (Na_454_03215), chitinase (Na_454_03840), and annexin (Na_454_00713), were reduced in the nectary compared to leaf, root, stem, and corolla tissues (Additional file 15). The data suggests that there is no strong correlation between transcript accumulation in nectary and its accumulation in FN.

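Additional file 15 lists 51 transcripts encoding proteins found in UT FN, of which 48 were tested between the nectary stages; the other 3 were not well above background on any nectary array. In stage 2, 23 were higher and 6 lower than in stage 1 (limma, adjusted p under 0.05 over all probes tested), 23 and 8 when adjusted over the list alone, and 19 were not called. The median log2 fold change was 0.52, with a range from -1.64 to 6.88. As a set they lay above the other probes tested with camera at a preset correlation of 0.01 (p = 0.0023), but not when camera estimated the correlation between probes (0.255, p = 0.364). Fry, which tests the set against no change and not against other probes, gave p = 0.0089, while an exact permutation test of 3 against 3 arrays cannot go below 0.10. Without stage 2 replicate 2 or without stage 2 replicate 3, 15 were called higher, and 3 were called lower without stage 1 replicate 2, without stage 2 replicate 1 or without stage 2 replicate 2. The probe for nectarin3 (Na_454_00908) rose by 6.27 (log2, standard error 1.06, adjusted p = 0.0048, limma), with stage 1 arrays at 0.75, -0.30 and 4.28 in replicates 1, 2 and 3 and a value of 7.62 without the last of these. The DNA primase probe (Na_454_09241) rose by 1.13 (standard error 0.17, adjusted p = 0.0034, limma). Of the 51 transcripts, 3 are also in Additional file 12. The paper proposes that transcript levels in the nectary do not correlate strongly with accumulation of the protein in FN. It states this after reporting several such transcripts, listed in Additional file 15, as reduced in the nectary relative to the other tissues. It also reports the reverse case, nectary transcripts whose proteins were not detected in FN, among them *NaNEC1c*, the defensin, the PR and the RNases.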

We found a group of transcription factors (TFs) that were specifically expressed in nectary tissues. CRABS CLAW plays a critical role in nectary development of *A. thaliana*[35], and transcripts of a putative ortholog in *N. attenuata* (Na_454_06102, Additional file 16) were abundant in nectaries (Additional file 12). 

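The CRABS CLAW probe (Na_454_06102, annotated YAB2_ARATH on the array) was well above background on all 6 nectary arrays, at 3.12 ± 0.26 (SD, n = 3) in stage 1 and 3.39 ± 0.33 (SD, n = 3) in stage 2. The difference of 0.27 (log2, standard error 0.22, adjusted p = 0.368, limma) was within the replicate error.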

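Transcripts of a YABBY TF (Na_454_33877) were lower in stage 2 than in stage 1 nectaries, with a log2 fold change of -1.12 (standard error 0.26, adjusted p = 0.015, limma) that lost its call with scan date as a block (adjusted p = 0.077, in a range from 0.0041 over the alternatives). The probe of an HD-ZIP TF (Na_454_12695, annotated HAT1_ARATH on the array) was higher in stage 2 by 0.52 (log2, standard error 0.12, adjusted p = 0.017, limma). With each array centred on its median this difference was 0.35 and its adjusted p 0.096, in a range from 0.0081 to 0.115 over the alternatives. It was also not past the threshold with scan date as a block, nor when any 1 of 4 arrays was left out.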

YABBY TF (Na_454_33877) and Class III HD-ZIP TF (Na_454_12695) also showed nectary-enriched accumulation patterns. Additionally, we found five nectary-specific MADS TFs which are putative homologs of SEEDSTICK TF involved in floral organ formation of *Arabidopsis* (Additional file 12) [36,37].

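Of the 5 MADS probes, 4 were higher in stage 2 nectaries: Na_454_28840 by 1.34 (log2, standard error 0.34, adjusted p = 0.020, limma), Na_454_24432 by 1.02 (standard error 0.22, adjusted p = 0.012), Na_454_25883 by 0.69 (standard error 0.13, adjusted p = 0.0065) and Na_454_11474 by 0.62 (standard error 0.16, adjusted p = 0.024). Na_454_37815 did not differ between the stages, at -0.08 (standard error 0.21, adjusted p = 0.795, limma). With scan date as a block, Na_454_28840, Na_454_25883 and Na_454_11474 were not past the threshold, with adjusted p-values of 0.083, 0.050451 and 0.096. Over their alternatives the adjusted p ranged from 0.010 to 0.083 for Na_454_28840, from 0.0026 to 0.050451 for Na_454_25883 and from 0.011 to 0.106 for Na_454_11474. The call for Na_454_28840 was also lost with normexp background correction and when any 1 of 3 arrays was left out, and that for Na_454_11474 with median centring and when any 1 of 4 was. The array annotates Na_454_37815 as CIP4_RAT, not as a MADS protein.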

## Discussion

### Variations of FN proteins in *N. attenuata* accessions

In the nectar redox cycle proposed by Thornburg and colleagues (2004), NEC1 and NEC5 enzymes produce H_2_O_2_ in nectar, and both are highly expressed in an ornamental tobacco [7]. NaNEC1a and NaNEC1b proteins showed high sequence similarity to the ornamental tobacco NEC1, and was expressed in similar amounts per volume of nectar in the 11 accessions that we analyzed. Interestingly, *N. attenuata* has two NEC1-like proteins (NaNEC1a and NaNEC1b) in its FN, and accessions producing large amounts of NaNEC1b produce little or no NaNEC5 (Figure 1). NaNEC1b may serve the same function as NaNEC5 in hydrogen peroxide production in FN [7].

The FN of the HW accession of *N. attenuata* additionally contained NaNEC5a and NaNEC5b, and a lipid transfer protein compared to the UT FN. Interestingly, at least three *NaNEC5* genes and two genes encoding lipid transfer proteins were highly expressed in UT nectary, but the proteins were not detected in the UT FN. The most likely explanation is natural variation due to recent mutation in the secretion mechanism for NaNEC5 and lipid transfer protein. However, we cannot rule out the possibility of translation inhibition of these genes in the UT nectary. An alternative hypothesis posed at the functional level of analysis to explain *NaNEC5* expression in the UT nectary is that NaNEC5 may play an important role in nectary defense, not in the protection of FN.

Nectaries of *Nicotiana* species come into contact with the atmosphere and with precipitation, and contain both sugars and stomata, thus providing both food for pathogens and a means of entry into the plant [38,39]. Nectary defense is essential for resistance against microbe infection of the entire plant. In this work, we found that transcripts of nectarins, PRs, and defensins accumulated specifically in the nectary, but their proteins were not secreted to the FN, indicating that the nectary produces two groups of defense proteins: one for nectary defense, and another to provide axenic nectar.

### Nectary-specific transcriptome

The molecular mechanism regulating nectary development and nectar secretion still remains unclear [24]. Few genes involved in these processes have been characterized so far: CRABS CLAW TF in *Arabidopsis*[35] and MYB305 TF in tobacco [40] regulate nectary maturation, and mutation of *CELL WALL INVERTASE 4* transcript in *Arabidopsis*[41] alters nectar secretion. 

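The cell wall invertase probe (Na_454_08038, annotated INV3_ORYSJ on the array) read -1.11 ± 0.17 (SD, n = 3) in stage 1 and 0.45 ± 0.60 (SD, n = 3) in stage 2 nectaries, a log2 fold change of 1.55 (standard error 0.30, adjusted p = 0.0076, limma). Its 3 stage 2 arrays, at -0.19, 1.01 and 0.51, all read above the 3 stage 1 arrays.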

We were able to identify nectary-specific Na_454_06102 and Na_454_08038 transcripts, which are homologous genes of *CRABS CLAW* and *CELL WALL INVERTASE 4*, respectively (Additional file 12). In a previous study, silencing *MYB305*-like genes in *N. attenuata* results in premature termination of flower development [42]. In addition, large-scale transcriptome analyses in *Arabidopsis*[43] and *Brassica rapa*[44] can identify nectary-enriched gene family. Among them, lipid transfer protein and MATE transporter family were also highly accumulated in *N. attenuata* nectary. These data suggest that molecular components involved in nectary development are well-conserved in nectar-producing plants.

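The MATE probe (Na_454_21830) was well above background on all 6 nectary arrays, and its log2 fold change for stage 2 over stage 1 stayed between 1.97 and 2.30 with 1 array left out at a time. For lipid transfer protein2 (Na_454_10170) the lowest value with 1 array left out was 6.00, without stage 1 replicate 2.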

### Putative functions of FN proteins in *N. attenuata*

The most abundant FN proteins of *N. attenuata* were nectarins, which have been found in an ornamental tobacco and play a role in the maintenance of high levels of hydrogen peroxide in FN. In addition, PR proteins (chitinase, thaumatine), lipid transfer protein, and RNase were identified in the FN of *N. attenuata*. These proteins are also expected to help maintain an axenic FN environment which prevents microbial growth [7,31], but their exact functions have not yet been examined under natural conditions. Field experiments with plants silenced in the expression of or overexpressing putative nectar defense proteins would illuminate the roles of these putative nectar defense proteins and their impact on plants’ interactions with natural floral visitors. For instance, although increased peroxidase activity might better defend nectar against unwanted microorganisms, it would likely reduce pollinator visitation under natural conditions [11].

## Conclusions

The identification of FN proteins and their transcripts is difficult, largely due to the lack of sequence information from nectar-producing plants. A major model plant, *Arabidopsis* has nectary tissues producing nectar and valuable tools to dissect the molecular mechanisms in nectary development [29], but the nectaries are miniscule and only secret nectar in trace amounts, which makes nectar collection and analysis a challenge [24]. This study clearly shows that transcriptome sequence information combined with advanced LC-MS/MS analysis of gel separated proteins from a suitable model plant can be used to precisely identify FN proteins. In addition, natural variation in *N. attenuata* suggests a complex role of FN proteins in plant-pollinator-microbe interactions.

## Methods

### Workflow for protein identification in floral nectar

A workflow used for the identification of FN proteins in *N. attenuata* and their corresponding encoding genes, is depicted in Additional file 17. FN proteins were separated by 1 or 2D gel electrophoresis, and Coomassie-stained protein bands/spots were excised from the gel matrix and tryptically digested. Protein digests were then analyzed by nano-ultra-performance liquid chromatography-tandem mass spectrometry (LC-MS/MS). As *N. attenuata* is a non-model organism we used a combined approach for protein identification: highly specific stringent database searching using MASCOT software to identify conserved protein families and cross-species protein identification based on *de novo* interpretation of peptide tandem mass spectra followed by homology-driven MS BLAST searching to match proteins from phylogenetically related species. The de novo MS/MS sequence assemblies were searched against the NCBInr database and *N. attenuata* protein sequence database constructed by translating an in-house tanscriptome database [45]. Furthermore, we used a 44 K custom *N. attenuata* microarray [45] to examine the expression of transcripts encoding FN proteins in various plant tissues including leaves, stems, roots, corollas, and nectaries. Nectary tissues were analyzed at two stages based on their maturation and color: early development white nectary (stage1) and late development orange nectary (stage2) (Additional file 13).

### Plant material

Wild-type (WT) plants, *Nicotiana attenuata* Utah accession (30th inbred generation) and Highway accession (5th inbred generation) were grown from seeds originating from a natural population in Utah. G1, G2, G4, G5, G6, G7, G8, G9 and G10 accessions were collected in Utah [46]. Seeds were sterilized and germinated on Gamborg’s B5 medium as previously described [47]. Ten-day old seedlings were transferred to small pots (TEKU JP 3050 104 pots, Pöppelmann GmbH & Co. KG, Lohne, Germany) with Klasmann plug soil (Klasmann-Deilmann GmbH, Geesten, Germany) and after 10 days, seedlings were transferred to 1 L pots. Plants were watered by a flood irrigation system and grown in the glasshouse at 26 - 28°C under 16 h supplemental light from Master Sun-T PIA Agro 400 or Master Sun-T PIA Plus 600 W Na lights (Philips, Turnhout, Belgium) and 8 h dark conditions.

### Collection of FN and nectaries

Fully-opened flowers from *N. attenuata* accessions grown in a glasshouse were used for nectar analysis. Approximately 20 ~ 40 flowers on 10 individual plants for 1D-gel analysis and 200 ~ 300 flowers on 30 individual plants for 2D-gel analysis were carefully detached from flower stalks, and nectar was collected from the detached fully-opened flowers using a Pasteur pipette with a capillary tip. We measured nectar volume by inserting a calibrated 25 μL glass capillary into the detached corolla tube.

Development of the *N. attenuata* nectary is similar to the development of an ornamental tobacco (*N. langsdorffii* x *N. sanderae*) nectary [10]. To examine transcriptome changes during nectary development, nectary tissues were roughly divided into two developmental stages: small, white, early-stage nectaries (stage 1) and large, orange, mature nectaries (stage 2) which ripen during flower development. Early and late developmental nectaries from approximately 600 flowers (200 flowers per day) were collected between 8 to 10 p.m. from the UT accession grown in the glasshouse to isolate total RNA.

### Sequence alignment and phylogenetic analysis

Putative full-length sequences of nectarin1a (NCBI accession number JX871361), nectarin1b (accession number JX871362), nectarin1c (accession number JX871363), nectarin5a (accession number JX871364), nectarin5b (accession number JX871365), nectarin5c (accession number JX871366), lipid transfer protein1 (Na_454_00582, accession number JX871367) and lipid transfer protein2 (Na_454_10170, accession number JX871368) were deduced from a *N. attenuata* 454-transcriptome sequence database.

The amino acid sequences were aligned using the Geneious program V5.3 (http://www.geneious.com). The numbers of amino acid substitutions were estimated by a Jukes-Cantor model using a BLOSUM 62 matrix, through a global alignment with free end gaps option. A phylogenetic tree was reconstructed by the Unweighted Pair Group Method with Arithmetic Mean (UPGMA) method. These analyses were performed using Geneious software V5.3 (http://www.geneious.com).

### Microarray data analysis

Three biological replicates of each plant tissues were used for microarray. Total RNA isolation, hybridization, and data processing were carried out according to the procedures described in [45] All microarray data with each probe name were deposited in the NCBI GEO database (accession number GSE30287 for leaf and root [45], GSE30124 for stem, GSE33682 for corolla [48], GSE43394 for nectary).

MultiExperiment Viewer (MeV) software [49] was used for k-means clustering with the following parameter settings: Euclidean distance, number of clusters = 20 and for the significance analysis of microarrays analysis with the following parameter settings: false discovery rate = 0, number of permutations = 100. The R hclust function [50] was used to generate the heat map and to carry out the hierarchical clustering based on the Euclidean distance. To validate microarray results, quantitative real-time PCR was conducted using gene-specific primers (Additional file 18) as previously described in [51].

### 2D gel electrophoresis

Protein extracts were prepared from each accession (Utah and Highway) using 2-D Clean-up Kit (GE Healthcare). Sample aliquots containing 300 μg for Utah and 150 μg for Highway accession were subjected for 2D gel electrophoresis performed as described by Görg *et al.*[52]. Briefly, air dried pellets obtained from the protein extraction were solubilized in 420 μL of lysis buffer containing 8 M Urea, 4% Chaps, 0.5% pharmalyte (pH 3 to 11), 60 mM DTT. Particles were removed by spinning samples down for 1 min at 10000 rpm in a bench centrifuge. Sample aliquots were diluted in rehydration buffer (8 M Urea, 2% Chaps, 0.5% Pharmalytes (pH 3 to 11), 0.2% DTT, 0.002% bromophenol blue) to achieve a final volume of 500 μL. 24 cm IPG strips (ImmobilineTM DryStrips pH 3 to 11NL, GE Healthcare) were rehydrated overnight at 20°C. Isoelectric focusing was performed on an EttanTM IPGphor IITM system (GE Healthcare) at constant 75 μA per strip and constant temperature of 20°C using a following program: at 500 V h^-1^, at 1000 V h^-1^, and at 5000 V h^-1^. Proteins were then reduced by incubation of IPG strips with buffer containing 6 M Urea, 30% glycerol, 50 mM Tris–HCl pH 8.8, 2% SDS, and 1% DTT for 20 min and alkylated in buffer containing 6 M Urea, 30% glycerol, 50 mM Tris–HCl pH 8.8, 2% SDS, and 2.5% iodoacetamide (20 min in dark).

The IPG strips were sealed on 15% acrylamide-bisacrylamide gels with a solution containing 0.5% agarose in Tris SDS-PAGE buffer. Electrophoresis was performed at 40 mA/gel with a voltage limit of 500 V at 25°C. A solution containing 25 mM Tris–HCl (pH 8.8), 192 mM glycin, 0.1% SDS was used as a running buffer. After fixation of gels for one hour in a solvent containing 20% methanol and 1% of 85% o-phosphoric acid, they were stained overnight with Roti®Blue.

### In-gel digestion of samples for LC-MS/MS analysis

Protein bands of interest were cut from the gel matrix and in-gel digestion was carried out as described [53]. Proteins were reduced (10 mM dithiothretol, 1 h, 56°C) and alkylated (55 mM iodoacetamide, 45 min in the dark). Destained, washed, dehydrated gel pieces were rehydrated for 60 min in 0.5 μM solution of porcine trypsin in 25 mM ammonium bicarbonate buffer at 4°C and then digested overnight at 37°C. The tryptic peptides were extracted from gel pieces with extraction buffer (70% ACN/5% formic acid) and the extracts were dried down in a vacuum centrifuge. For LC-MS analysis samples were reconstructed in 10 μL aqueous 1% formic acid. Depending on staining intensity, 5 to 8 μL of sample were injected into LC-MS/MS system.

### LC-MS/MS analysis

A nanoAcquity nanoUPLC system (Waters, Manchester, UK) was used for peptide separation. Samples were injected onto a Symmetry C18 trap-column (20 × 0.18 mm, 5 μm particle size) using a mobile phase of 0.1% aqueous formic acid at a flow rate of 15 μL min^-1^ and separated on a nanoAcquity C18 column (200 mm × 75 μm ID, C18 BEH 130 material, 1.7 μm particle size) by in-line gradient elution at a flow rate of 0.350 μl min^-1^ using an increasing acetonitrile gradient from 1% to 95% B over 90 min (Buffers: A, 0.1% formic acid in water; B, 100% acetonitrile in 0.1% formic acid).

The eluted peptides were transferred into a Synapt HDMS Q-Tof tandem mass spectrometer equipped with a nanolockspray ion source (Waters, Manchester, UK). The mass spectrometer was operated in the data-dependent acquisition (DDA) mode using MassLynx software (version 4.1); the acquisition cycle consisted of a survey scan covering the range of *m*/*z* 400 to 1500 Da followed by MS/MS fragmentation of the four most intense precursor ions collected over a 1 sec interval in the range of *m*/*z* 50 to 1700 Da. A 650 fmol μL^-1^ human Glu-fibrinopeptide B in 0.1% formic acid/acetonitrile (1:1, v/v) was infused as the external mass calibrant at a flow rate of 0.5 μL min^-1^ through the reference NanoLockSpray source every 30 seconds.

### Data processing and protein identification

DDA raw files were processed using ProteinLynx Global Server Browser (PLGS) software (version 2.5, Waters, Manchester, UK) under baseline subtraction, smoothing, de-isotoping, and lockmass-correction. Pkl-files of MS/MS spectra were generated and searched using MASCOT software (version 2.3, installed on a local server) against NCBInr database (updated September, 11, 2011, containing 15270974 sequence entries) combined with *N. attenuata* protein subdatabase (containing 166315 sequences, constructed from in-house created EST database by its translation from all six reading frames). Mass tolerances for precursor and fragment ions were 15 ppm and 0.03 Da, respectively. Other search parameters were: instrument profile, ESI-Trap; fixed modification, carbamidomethyl (cysteine); variable modification, oxidation (methionone); up to 1 missed cleavage were allowed. Criteria to distinguish between confident and non-confident protein identifications were following: hits were considered as confident if at least three peptides were matched with ion scores above 25, or proteins were identified by one or two peptides with score of 50 or better.

In parallel acquired tandem mass spectra were subjected to homology-based database searching. Here, processed MS/MS spectra were first searched using PLGS software (using the same search parameters as described above) against a subdatabase containing common background proteins (human keratins and trypsin). Spectra remained unmatched by database searching were interpreted *de novo* using following sequencing parameters: fragment mass deviation, 0.002 Da, and ladder score (percentage of expected y- and b-ions) exceeding 40. Subsequently obtained *de novo* peptide sequences were subjected for homology-based database searching using MS BLAST program (Shevchenko *et al.*, 2001) installed on local server. MS BLAST searches were performed against complete NCBInr protein database (updated on August, 10, 2011, containing 14977208 sequence entries) as well as against *N. attenuata* (containing 166315 sequences, constructed in-house as described before). Statistical significance of hits was evaluated according to MS BLAST scoring scheme [23].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PS, DK, SK designed and conducted experiments, NW performed LC-MS/MS analysis and identified nectar proteins, PS, NW, ITB, and SK wrote the manuscript, AS, CP, ITB, and SK supervised the research. All authors approved the final manuscript.

## Supplementary Material

Additional file 1 **Floral nectar volumes and protein accumulations in *N. attenuata *Utah accession at different floral stages.** Mean (±SE) levels of floral nectar (FN) volumes (A) and 1D gel electrophoresis of FN proteins (B) at each floral stage. *N. attenuata* produces two different types of flowers. Morning-opening flowers (MoFs) open their corollas during the early morning (1st) and re-open during the next night (2nd). Night-opening flowers (NoF) open their corollas during the night (1st) and re-open during the next night (2nd). FN of the MoF and the NoF was harvested between 7 and 9 am. Click here for file

Additional file 2 **Floral nectar volumes and protein content among 11 different *N. attenuata *accessions.** Mean (±SE) levels of FN volumes (A) and protein amounts (B) of 11 different accessions. A slight negative correlation between FN volume and FN protein content among accessions was observed (C). FN was harvested between 7 and 9 am. Click here for file

Additional file 3 **Identification of floral nectar proteins separated by 1D gel electrophoresis.** (A) 1D gel electrophoresis of FN. FN was collected from Utah and Highway accession plants between 7 and 9 a.m. Individual bands were eluted and analyzed using nanoUPLC-MS/MS. (B) Major proteins identified in the individual bands (Additional files 4 and 5). NEC, nectarin. Click here for file

Additional file 4 Identified floral nectar proteins accumulated in Utah after 1D gel electrophoresis. Click here for file

Additional file 5 Identified floral nectar proteins accumulated in Highway after 1D gel electrophoresis. Click here for file

Additional file 6 List of floral nectar proteins identified in Utah after 2D gel electrophoresis. Click here for file

Additional file 7 List of floral nectar proteins identified in Highway after 2D gel electrophoresis. Click here for file

Additional file 8 **2D gel electrophoresis of FN proteins from *N. attenuata *Utah and Highway genotypes.** We independently collected FN from approximately 200 flowers in (A) Utah and (B) Highway genotype for each electrophoresis. Click here for file

Additional file 9 **Protein alignment of nectarin1 orthologs in *N. attenuata*.** Full-length amino acid sequences were aligned using the Geneious software. Red-bars indicate signal peptide sequences [28]. NEC, nectarin. Click here for file

Additional file 10 **Tissue-specific transcript abundances encoding germin-like proteins in *N. attenuata*.** Click here for file

Additional file 11 **Protein alignment of nectarin5 orthologs in *N. attenuata*.** Full-length amino acid sequences were aligned using the Geneious software. NEC, nectarin. Click here for file

Additional file 12 **Nectary-specific transcriptome in *N. attenuata*.** A 44 K Agilent microarray designed for *N. attenuata* was used (GEO accession number GPL13527) to identify nectary-specific genes. Raw intensities were normalized using the 75th percentile value and log_2_ prior clustering analysis. We selected a total of 198 transcripts that expressed 10 times higher in nectary tissue than in each other tissues; leaf, root, stem, and corolla. Click here for file

Additional file 13 **Development of *N. attenuata*’s floral nectary.** Click here for file

Additional file 14 **Quantitative real-time PCR to validate microarray data.** The transcript levels of (A) NaNEC1b, (B) NaNEC5a, (C) Lipid transfer protein1, (D) Na_454_00830 (Amino acid transporter), and (E) Na_454_21830 (MATE) in leaf, stem, corolla, and nectary of *N. attenuata*. The mean intensities (±SE) of two technical replicates are plotted on the y-axis in a logarithmic scale. Nectary was divided into two stages on the base of its maturation and color: early white nectary (stage1) and late pink nectary (stage2). Click here for file

Additional file 15 Tissue specific expressions of transcripts encoding FN proteins accumulated in Utah. Click here for file

Additional file 16 **Protein alignment of a CRABS CLAW ortholog in *N. attenuata*.** Full-length amino acid sequences were aligned using the Geneious software. TAIR accession number of CRABS CLAW (CRC) is At1g69180. Click here for file

Additional file 17 **Experimental workflow used for identification of floral nectar proteins and their encoding genes in *Nicotiana attenuata*.** Floral nectar samples were collected from *N. attenuata*. Proteins were extracted and separated by 1D and 2D gel electrophoresis, excised from the gel matrix, tryptically digested, and analyzed using LC-MS/MS. Acquired tandem mass spectra were processed using highly specific stringent (MASCOT software) and sequence-similarity database searching (*de novo*/MS BLAST). a) Processing of raw data under baseline subtraction, smoothing, deisotoping, lockmass-correction and generating pkl-files for Mascot database searching. b) The spectra were first searched against a subdatabase containing common contaminants (keratins, trypsin) in order to remove the corresponding MS/MS spectra from the raw-files before *de novo* sequencing. The remaining spectra were sequenced *de novo* and searched using MS BLAST to identify protein hits. c) The protein subdatabase of *N. attenuata* was created by translating assembled transcripts in all reading frames. A 44 K Agilent microarray designed for *N. attenuata* was used to examine the expression of transcripts encoding FN proteins and nectary-specific genes. Click here for file

Additional file 18 Primer sequences for quantitative real-time PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

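RNA of UT nectaries was hybridized to 6 custom Agilent arrays, 3 from early white nectaries (stage 1) and 3 from late orange nectaries (stage 2), each described as a biological replicate. The mapping of arrays to stages and replicates was taken from the sample labels and the methods. Arrays of leaf, root, stem and corolla, and the quantitative PCR and protein data, were not analysed here.

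The authors deposited the scanner output of each array, made with Feature Extraction 9.1.1.1, and a table of normalized values. The processed signal of a spot is an intensity on a linear scale that the software background subtracted, corrected for spatial trends and replaced by a surrogate value where the spot was dim; mean spot intensity and local background intensity were deposited without correction. The deposited table holds log2 values relative to the 75th percentile of each array, as the authors state in the legend of Figure 6. It matched log2 of the mean processed signal of a probe's spots, centred on its 75th percentile, within 0.012 on every array, so it is not an independent measurement.

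From the scanner output, log2 of the processed signal minus log2 of the 75th percentile over the 43803 spots that are not controls was computed for each array. Spots marked as non-uniform or as population outliers were left out, saturated spots (at most 1 per array) were kept, and the log2 values of the spots of 1 probe (at most 10) were averaged. Probes well above background on at least 3 of 6 arrays, with values on at least 2 arrays of each stage, were tested, 31406 of 43533. Stage 2 was compared with stage 1 by lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. The paper's text names no test between the 2 stages. Where a probe was not well above background on any array of a stage, a bound is given: the mean of the bright stage against the mean, over the arrays of the dim stage, of the higher of the lowest signal well above background and the probe's own signal, all as normalized log2 values. Sets of probes were tested with limma's camera (preset correlation of 0.01), with fry and with camera at an estimated correlation beside it. The probes named are those the paper names in its text, figures and legends, the probe that Additional file 6 lists as nectarin5, and the 5 with the largest log2 fold change in each direction among called probes whose stages do not overlap and that are well above background and not saturated on all 6 arrays.

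The arrays were read on 3 scan dates and 5 slides. Scan date 1 held stage 1 replicate 3 and stage 2 replicate 1, scan date 2 held stage 1 replicate 2 alone, and scan date 3 held the other 3 arrays. Only slide 1 held 2 arrays, stage 1 replicate 1 and stage 2 replicate 3. Number of arrays limits the precision, and an exact permutation test of 3 against 3 cannot go below p = 0.10. Between 29351 and 32016 probes per array were well above background, 27903 on all 6 arrays and 9349 on none.

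Both stages carry replicate numbers 1, 2 and 3 in the labels, and the methods give a total number of flowers and a number per day. Deviations of the arrays from their stage mean, across probes, correlated at 0.20, 0.26 and 0.24 for replicates 1, 2 and 3 of the 2 stages, against -0.22 to -0.06 for arrays of different numbers. Arrays with the same number therefore deviate together and are treated as pairs where the replicate number is a block; the paper does not state what a number stands for.

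The alternatives were normexp background correction with an offset of 50 on mean and local background signals, quantile normalization, centring on the median, no filter on dim probes, a filter for probes well above background on all 6 arrays, a floor at the lowest signal well above background, marked spots kept, the replicate number as a block, array weights, the deposited log2 table, a SAM-type statistic, a ratio of mean linear intensities for named probes, and each array left out in turn. They were listed before the data were examined. Scan date as a block was added afterwards. Stage 1 replicate 2, alone on scan date 2, adds nothing to the stage difference in that fit. Slide as a random block was also planned, but duplicateCorrelation gave an estimate for 0 of 31406 probes with 1 shared slide, and a correlation pooled over all probes (-0.14) was used in its place, a choice made after seeing the data. Gene sets by array annotation (core histones; ribosomal proteins; photosystems, light harvesting and the small Rubisco subunit; starch synthesis; starch breakdown) were defined by name after the array annotation was seen and before any of their values were.

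The fit was tested on simulated data with the real means and variances of 31385 probes. For stage 2 against stage 1, with 200 probes changed 2-fold or 4-fold, it recovered 51.5% of them (70.0% of those changed 4-fold), and 3.74% of its calls were unchanged probes. With 10462 probes changed it recovered 90.0%. With no probe changed it made 0 calls. The fit with the replicate number as a block was run on separate simulated arrays, with an added replicate effect of the same variance as the error. It recovered 0 of 200 changed probes and 88.4% of 10462. With scan date as a block, on arrays without that effect, 0 of 200 and 84.8% were recovered. Both fits thus find few changes where few probes change. The simulation gave both stages the same variance and varied probes independently. On the real arrays the median variance of stage 1 was 2.01 times that of stage 2, so recovery and false calls there may differ. In the runs with 10462 changed probes, between 3.39% and 3.65% of calls were unchanged probes. Figures were drawn with matplotlib 3.10.9. Array identifiers were not found in the reference gene table (0 matched), so probes are named by the array and by its own annotation, which gives the closest protein entry in another species and not the gene.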

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

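The test for dim signals and the test of direction within a scan date were chosen after results were seen, the latter in place of an earlier form that used probes called from all 6 arrays and so could not come out otherwise; the tests of other groupings of the arrays, the one that follows the scan date among them, were not. Outside the transcripts of Additional files 10, 12 and 15 and the probes the paper names, 2243 probes well above background on all 6 arrays were at least 2-fold higher in stage 2 nectaries and 1712 at least 2-fold lower (limma, adjusted p under 0.05). These probes stand out because they are neither in these lists nor named by the paper, although some may be among the nectary-enriched probe sets clustered in Figure 6. No control samples exist for this contrast other than the stages themselves. The paper discusses transcripts by their level in the nectary against other tissues, gives values for both stages in its tables and Figures 4 and 5, and sorts the 198 nectary-specific transcripts by stage.

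Other groupings of the arrays were compared first. Among the 10 ways to part 6 arrays into 3 and 3, the grouping by stage gave the most calls (1 of 10, counting itself), and the other 9 gave 0 calls each with limma, with 116 to 1835 probes at an unadjusted p under 0.05 against 15126 for the stages. The real grouping parts all 3 pairs of equal replicate number, as 3 of the other groupings do, and these 3 gave 132, 116 and 514 probes at an unadjusted p under 0.05; the remaining 6 part only 1 pair. With 10 groupings a share under 0.1 is not possible, so chance cannot be excluded by this count. The SAM-type statistic takes its threshold from these groupings and gives no separate count for them. Scan date was weighed next. The grouping that follows the scan date, with stage 1 replicate 1 and stage 2 replicates 2 and 3 together, gave 0 calls with limma and 132 probes at an unadjusted p under 0.05, but the difference between the stages adds to the error in each grouping that mixes them, so this does not decide on scan date. Of the 11124 probes called from the arrays of the other dates, 91.2% kept their direction on scan date 1, which argues against scan date as the source of the difference. Scan date 3 does not decide on it in this way, as the arrays of the other dates include only 1 of stage 2. With scan date as a block 3766 probes were higher and 2610 lower. Signals below background are kept out by the choice of these probes, so the share called among probes well above background on all 6 arrays, 36.9% against 39.5% of the other tested probes, decides nothing about them. What stays open is a difference between the stages in the mix of cell types that were dissected, which was not tested, beside a change of transcript levels within the nectary as it matures, the difference that the design names, also untested.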

How the results depend on the processing

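The alternatives with scan date as a block and with slide as a random block were chosen after seeing the data; slide as planned, with a correlation for each probe, could not be run, as no probe gave an estimate, and neither form of the slide block gives values for sets, while scan date as a block does. Among the alternatives that keep all 6 arrays, the counts of called probes changed most with the statistic, with scan date as a block and with the background correction. The SAM-type statistic called 1443 probes higher and 896 lower, 1433 and 875 of them at least 2-fold, 40 and 1 of the Type III transcripts and 12 and 3 of the FN protein transcripts; its threshold is the median, over 9 other groupings, of the largest statistic, which is stricter by construction. With normexp background correction 3925 probes were higher and 3319 lower (1730 and 941 at least 2-fold), against 6238 and 5448 (3207 and 2080); 7220 of its 7244 calls were shared, and the cause was not tested. With scan date as a block 3766 were higher, 2610 lower and 3 FN protein transcripts lower. Fewer degrees of freedom alone do not account for this, as the replicate number as a block takes up as many and called 12851 probes. Stage 1 replicate 2 is alone on its scan date, so that block absorbs it and the stage difference rests on the other arrays. How much of the drop comes from this was not tested. Without a filter on dim probes 3 FN protein transcripts were lower, as more probes enter the adjustment. With probes well above background on all 6 arrays 34 Type II transcripts were higher, since only 34 of the 59 pass that filter.

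Leaving out 1 array at a time gave 4023 to 7701 probes higher and 3451 to 6707 lower, with 3 to 6 FN protein transcripts lower and 15 to 27 higher. At least 2-fold higher were 2555 to 3945 and at least 2-fold lower 1581 to 2506. Type I transcripts lower numbered 8 to 9, Type II transcripts higher 50 to 59, Type III transcripts higher 76 to 99 and lower 11 to 12. The highest of the counts of all probes came without stage 1 replicate 3.

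The replicate number as a block, the pairing, changed no count by more than 1.5-fold: 12851 probes were called, against 11686, of which 11108 were shared, and among the named probes it changed the call of Na_454_00674 only (adjusted p = 0.059). It changed no other call of the results given, the set of FN protein transcripts included.

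Centring each array on its median moved the median difference of all tested probes from 0.04 to -0.13, a shift larger than 0.1, and the share of higher calls from 53.4% to 36.5%. With quantile normalization the median was -0.05 and the share 45.2%. Small differences should be read relative to these shifts: with median centring 4 of 47 named probes lost their call, and none of the 47 changed direction past the threshold under any alternative run. Over all alternatives, Type I transcripts lower ranged from 7 to 9.

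The FN protein transcripts had a median above 0 under every alternative run for sets, from 0.35 with median centring to 0.56 without stage 1 replicate 3, and camera's p was under 0.05 in each except with an estimated correlation (median 0.52, p = 0.364), where the correlation within the set widens the error by construction. The ratio of the stage 1 to the stage 2 variance, 2.01, was 3.22 without the filter on dim probes and between 0.72 and 3.52 with 1 array left out, lowest without stage 1 replicate 3. The excess of stage 1 therefore rests on that array.

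Among the 47 tested named probes, the floor, marked spots kept and the deposited table changed no call, and the ratio of mean linear intensities, which has no test, differed by less than 1 SD for all 47. Scan date as a block took the call from 8, normexp background correction and median centring from 4 each, and leaving out single arrays from 2 to 6; those affected by 1 or more of the alternatives are *NaNEC1b*, the germin-like Na_454_06533, Na_454_00674, the chitinase, the YABBY and HD-ZIP probes, the MADS probes Na_454_28840, Na_454_25883 and Na_454_11474, and the germin-like Na_454_03118. Galactosidase gained a call with array weights (log2 fold change 0.44) and without stage 1 replicate 3. Signal over background limits *NaNEC5a*, lipid transfer protein1 and Na_454_06533, which were not well above background on at least 2 of the stage 1 arrays, and leaving out a stage 2 array takes lipid transfer protein1 and Na_454_06533 out of the test.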

Differences from the paper's values

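For 41 of the named probes the paper's tables give values for both stages. None of these differs from the value here by more than the larger SD of the stages. For *NaNEC5a* the difference exceeded the standard error of 1.51 but not the stage 1 SD of 3.41. The ratio of mean linear intensities also lay beyond 1 standard error for nectarin3 (4.98 against 6.27, standard error 1.06). The same held for lipid transfer protein2 (5.53 against 6.81, standard error 1.05). The paper's tables give the ratio of each nectary stage to other tissues, and the ratio of the paper's 2 values for a probe is its stage 2 over stage 1 ratio. This matches the ratio of mean linear intensities here and not the difference of mean log2 values: for *NaNEC5a* (Na_454_00669) the paper's tables give 9.84 on the log2 scale, the ratio of mean linear intensities is 9.83, and the difference of mean log2 values is 12.19. On the linear scale 252 of 253 listed probes with values for both stages lay within 0.01 of the paper's on the log2 scale. The largest difference was 0.142, for Na_454_06594, with 1.60 in the paper's tables and 1.74 here.

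The paper calls galactosidase, glucosidase, xylosidase, chitinase and annexin transcripts reduced in the nectary relative to other tissues, which was not analysed here.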

Other observations

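The tests of mixed tissue in stage 1 replicate 3, of the scan date of stage 1 replicate 3, of photosystem transcripts on that array, of probe brightness and of the bars of Figures 4 and 5 were chosen after the results were seen; the other tests were not.

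Stage 1 arrays differed more from each other than stage 2 arrays. The median within-stage variance over probes was 2.01 times as large in stage 1. The ratio was 2.20 among the brightest 7847 probes, which argues against dim signals. The pair of stage 2 arrays read on 1 scan date differed from each other by more (median over probes of the variance of the pair 0.0247) than either did from the third (0.0168 and 0.0162), which argues against scan date. Without stage 1 replicate 3 the ratio was 0.72, so the excess rests on that array. Its differences from stage 1 replicates 1 and 2 pointed toward stage 2. Across probes, its difference from 1 of them correlated with the difference of stage 2 from the other at 0.475 and 0.500. The difference of replicate 1 from replicate 2 correlated with that of stage 2 from replicate 3 at 0.043. A candidate explanation is that this sample held more advanced nectaries than replicates 1 and 2, since the methods divide the stages roughly by size and colour. A share of stage 2 tissue mixed into it would raise and lower all transcripts by 1 linear share. Over 296 probes at least 16-fold higher in stage 2 the median share was 5.62% (quartiles 2.08% and 11.8%), and over 275 probes at least 4-fold lower it was 35.5% (quartiles 13.7% and 51.6%), which argues against such a mixture. With signals of that array raised to its lowest signal well above background, the median share over the rising probes was 7.80% (upper quartile 12.6%). Over 14 named probes that differ at least 4-fold without this array and are well above background on it, the share ran from 0.316% for *NaNEC5a* to 37.6% for the RNase Na_454_10706. The deviation of the array did not go along with that of the stage 2 array of its scan date (correlation -0.10). More advanced tissue as a whole, with transcripts that change at different times, stays open, and so does a difference between collection days, as replicate 3 of the 2 stages deviated together at 0.24.

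Transcripts of proteins found in UT FN rose as a set between the stages, by the median of 0.52 given for Additional file 15 (limma's camera over 48 probes, p = 0.0023, while an exact permutation of the 6 arrays cannot go below 0.10). Among the 10 groupings of the arrays none other gave as large a shift (1 of 10, counting the real one), with the next at 0.38, and with 10 groupings chance cannot be excluded. The grouping that follows the scan date gave -0.09. With an estimated correlation between the probes (0.255) the set was not past the threshold, so the hypothesis that these transcripts rise together as the nectary matures depends on how that correlation is set. Without the 3 transcripts also in Additional file 12 the median of the remaining 45 was 0.35, with 20 higher and 6 lower.

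Sets of probes defined by the array's annotation were tested for processes expected to change in a maturing nectary. Core histone probes fell as a set, with a median of -0.89 over 65 probes, 45 lower and 3 higher (camera, adjusted p over 5 sets 1.4e-12; fry, adjusted p 0.0022), the direction that the hypothesis of cell division ending as the nectary matures requires. Ribosomal protein probes fell too, with a median of -0.60 over 436 probes, 264 lower and 16 higher (camera, adjusted p 2.0e-17; fry, adjusted p 0.0022), the direction that the hypothesis of slower growth requires. With an estimated correlation camera's adjusted p was 0.214 for both. Under each scaling both medians stayed below that of all probes, at -1.06 and -0.77 with median centring. Brightness of these probes is argued against: over 10000 random lists matched on brightness the lowest median was -0.41 for histones and -0.11 for ribosomal proteins. Near-identical copies among histone and ribosomal probes may count a change more than once, and a different mix of dissected cells stays open.

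Probes of photosystems, light harvesting and the small Rubisco subunit had a median of -0.11 over 96 probes, 25 lower and 8 higher (camera, adjusted p 0.108), and do not decide on the hypothesis that plastids lose photosynthesis transcripts as the white nectary turns orange. The unadjusted p of camera ranged from 0.0076 without stage 1 replicate 2 to 0.927 without stage 1 replicate 3 over the alternatives, and was under 0.05 with normexp background correction (0.026), with scan date as a block (0.031, median -0.18), and without stage 1 replicate 1, stage 1 replicate 2 or stage 2 replicate 3. They were high on stage 1 replicate 3 alone, at 0.44 relative to the mean of the 6 arrays against -0.08 and -0.14 on the other stage 1 arrays, and without that array the median was 0.09, so a fall of the set rests on that array. The stage 2 array of the same scan date stood at -0.14, which argues against scan date; green tissue taken along in dissection is a candidate source that was not tested. Starch synthesis probes had a median of -0.18 over 12 probes, with 0 higher and 3 lower (camera, adjusted p 0.108; fry, adjusted p 0.026). The unadjusted p of camera for them was under 0.05 with normexp background correction (0.026), without stage 1 replicate 1 (0.017) and without stage 2 replicate 2 (0.049). In the remaining alternatives it was above 0.05, up to 0.144 with scan date as a block. As the tests and settings differ, the set does not decide whether starch is made early. Starch breakdown probes had a median of 0.02 over 36 probes, 8 higher and 5 lower (camera, adjusted p 0.683), and with members in both directions they do not decide whether starch is used late.

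The hypothesis that the probe listed as nectarin5 for spot 40 of UT FN (Na_454_01637) measures the *NaNEC5c* transcript of Figure 5A was tested. Its log2 fold change of -1.35 falls as the bars of *NaNEC5c* do. The height of the bars, read by eye, divided by the mean processed signal before any scaling was 0.995 in stage 1 and 0.976 in stage 2 for this probe, and 11.2 or more for each of the other probes with the same array annotation that are not *NaNEC5a* or *NaNEC5b*. The spot appeared in 1 replicate gel only, which the paper gives as a reason to count it a possible contaminant, and the text reports no NEC5 homolog in UT FN.

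The legend of Figure 5 describes its bars as normalized. For the 14 bars of nectary stages read by eye in Figures 4 and 5 with a known probe, height over the mean processed signal before scaling lay between 0.947 and 1.02 (coefficient of variation 2.08%), and over the scaled signal its coefficient of variation was 14.1%. The bars are therefore in line with mean processed signals that were not scaled to the 75th percentile, which differs up to 2.46-fold between the arrays.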
